A study of Bombyx mori with 4 samples. Its data were reported in "Bombyx Vasa sequesters transposon mRNAs in nuage via phase separation requiring RNA binding and self-association" (2023).

How the data were processed

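BmVasa is the silkworm homologue of the RNA helicase Vasa, and BmN4 is a cell line from silkworm (Bombyx mori) ovary. RNA bound to BmVasa in these cells was measured by FAST-iCLIP, in which UV light crosslinks protein to RNA, an antibody pulls the protein down and the attached RNA fragments are sequenced. The 4 samples form 2 groups of 2 replicates. Cells received siRNA against luciferase (Luc KD, the control) or against Spindle-E (Spn-E KD), a protein whose loss lowers the amount of piRNA-loaded Siwi. The groups were taken from the sample labels.

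The authors removed adaptors with Cutadapt, collapsed PCR duplicates on a random barcode with the FASTX-Toolkit, and mapped the reads to the SilkBase genome assembly with STAR. Genome-mapped reads were then mapped with Bowtie to a library of SilkBase gene models and transposon sequences, and reads in the sense direction were counted with SAMtools. The authors merged the 2 replicates of each group before they made the table, so the deposited read counts hold 1 pooled column per group. The deposited RPM values are these counts scaled by the authors to the genome-mapped reads of the pooled library. The deposited RPKM values are the RPM divided by the length of the sequence in kb. The deposited table also gives the length of each sequence and the authors' annotation as protein-coding or transposon. Of 18596 sequences, 14300 were annotated as protein-coding and 4296 as transposon. The transposons comprised 1716 sequences of a transposon library, whose names carry a class where one was assigned, and 2580 gene models that the authors moved to the transposons.

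Pooling left no replicates in the deposited table. The tests planned before the data were examined needed values per replicate (edgeR quasi-likelihood test, limma, camera, fry and permutation of the libraries) and were replaced. A difference between the groups therefore has no replicate check, and every test on reads below compares 2 pooled libraries, not the conditions. Confidence intervals are 95% intervals and cover counting error only. The Wilson method was used for shares, the Newcombe method for differences of shares, and the exact Clopper-Pearson method for ratios of reads.

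The share of transposons was the sum of transposon reads over the sum of all gene-library reads, and the shares of the groups were compared by Pearson's chi-squared test. For single sequences, the log2 fold change was log2 of (Spn-E KD RPM + 1) over (Luc KD RPM + 1), which understates the change of low sequences. The 4727 sequences with a mean of at least 10 RPM were tested with a two-sided exact binomial test on reads, with the expected share set by the genome-mapped reads, and Benjamini-Hochberg adjustment at 0.05. A class of transposons was described by the difference between its median log2 fold change and that of protein-coding sequences, and by the percentile of its median among 10000 random lists of the same size, matched on mean RPM in 20 bins. Sequences were named by a rule: the 5 with the highest mean RPM, and the 5 largest rises and 5 largest falls among those past the adjusted threshold. Where a group had 3 reads or fewer, the reads and the interval of the log2 ratio are given in place of a fold. 3 reads corresponded to 2.96 RPM in Luc KD and 2.83 RPM in Spn-E KD.

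The table pairs gene models with no gene symbols, and 0 of its gene-model identifiers matched the gene table of assembly ASM3026992v2. Spn-E, Vasa, Siwi and Ago3 were therefore not analysed here, and the knockdown itself was not checked. Genome positions were not used here. Classes of transposons came from the names in the transposon library.

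The code was tested on simulated data for 4727 sequences. Of 200 sequences changed 4-fold, 76% were recovered, all with the right sign, and 8 unchanged sequences were called. The 37 changed sequences with a mean of at least 50 RPM were all recovered. In a second simulation no sequence changed but the pooled libraries varied with a biological coefficient of variation of 0.2. There the exact binomial test made 335 calls, while edgeR's exact test with that variation supplied made 0.

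Alternatives covered the minimum mean RPM, the pseudocount, the scaling of the libraries, the most abundant sequences, the definition of a transposon and, chosen after the data were seen, TMM scaling and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. That exact test kept the authors' scaling and treated each pooled library as 1 replicate. The assumed variation is thus between pooled libraries. The same variation between single replicates would leave less between pooled libraries and was not run. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.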

Results

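FAST-iCLIP reads of BmVasa were obtained from BmN4 cells under Luc KD and Spn-E KD, with 2 replicates merged by the authors in each group. The pooled libraries were of similar depth, with 1012269 genome-mapped reads in Luc KD and 1059323 in Spn-E KD. Sense reads on the gene library numbered 384001 in Luc KD, which was 37.9% of genome-mapped reads (95% Wilson interval 37.8 to 38.0). They numbered 403022 in Spn-E KD, or 38.0% (38.0 to 38.1). Most sequences were covered thinly, with a median of 5 reads among the sequences with any read in each group. No reads were found for 3586 sequences in Luc KD and 3713 in Spn-E KD, of which 2039 had none in both. A count of 0 allows a share of gene-library reads of up to 0.000781% in Luc KD and 0.000744% in Spn-E KD. The level of Spn-E itself was not analysed here, because the table pairs no gene symbols with its identifiers, so the knockdown was not checked and the groups rest on the labels.

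The first comparison asked how reads were divided between transposon and protein-coding sequences with and without Spn-E. In Luc KD, 203736 reads fell on transposons, a share of 53.1% (95% Wilson interval 52.9 to 53.2). In Spn-E KD, 246350 reads did, a share of 61.1% (61.0 to 61.3). The share was 8.07 percentage points higher in the Spn-E KD library (95% Newcombe interval 7.85 to 8.29; Pearson's chi-squared statistic 5230 on 1 degree of freedom). This compares the pooled libraries and has no replicate check. Protein-coding reads fell from 180265 to 156672. Reads on the transposon library rose from 128253 to 173009, or from 33.4% to 42.9% of gene-library reads. Reads on transposon-annotated gene models went from 75483 to 73341, or from 19.7% to 18.2% of gene-library reads. That fall reversed when the most abundant sequence was left out of the gene-library reads. Scaled to all genome-mapped reads it did not reverse, with a log2 ratio of summed RPM of −0.11.

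A single transposon-library sequence, BmTE_RM5-571, carried much of this. It is 9536 nt long and has no assigned class. It received 69130 reads in Luc KD and 110071 in Spn-E KD, which were 18.0% (95% Wilson interval 17.9 to 18.1) and 27.3% (27.2 to 27.4) of gene-library reads. Without it, the share of transposons was 42.7% in Luc KD and 46.5% in Spn-E KD, and the difference was 3.77 points (95% Newcombe interval 3.52 to 4.02), or 46.7% of the full difference. Of the reads that remained, the rest of the transposon library took 18.8% and 21.5%, a rise of 2.71 points (2.51 to 2.91). Transposon-annotated gene models took 24.0% and 25.04%, a rise of 1.06 points (0.846 to 1.28). Leaving out the 10 most abundant sequences moved the difference most, to 3.47 points. The 10 most abundant sequences together took 24.5% of reads in Luc KD (95% Wilson interval 24.4 to 24.7) and 33.8% in Spn-E KD (33.7 to 34.0).

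**Figure D1:**
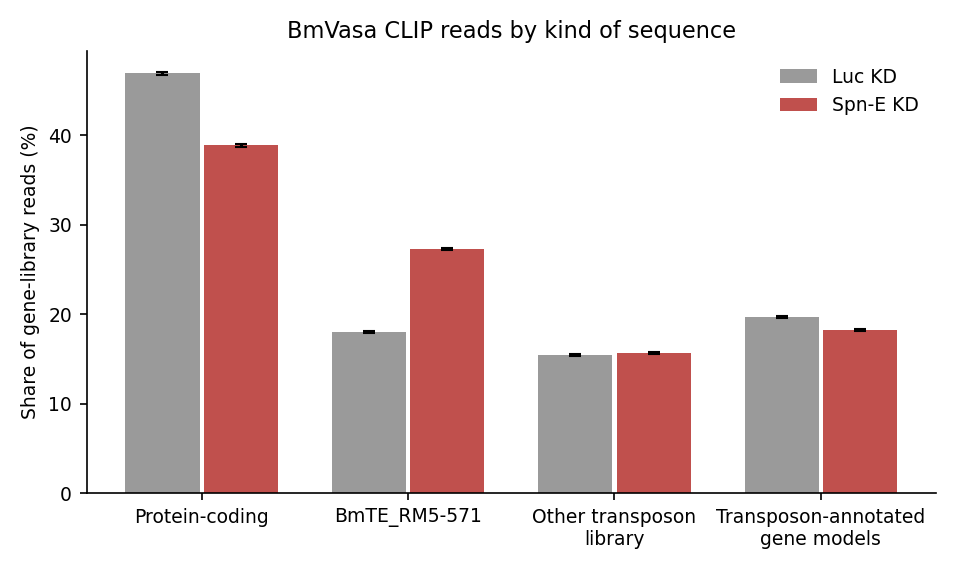
Share of gene-library reads (percent, y axis) for 4 kinds of sequence (x axis) in the pooled Luc KD (grey) and Spn-E KD (red) libraries, with 95% Wilson intervals as error bars, which cover counting error only. BmTE_RM5-571 rose from 18.0% to 27.3%, while the rest of the transposon library was at 15.4% and 15.6% of all gene-library reads, and at 18.8% and 21.5% of those without BmTE_RM5-571.

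Within the transposon library, the classes were compared by their share of gene-library reads. DNA transposons took 2.23% in Luc KD (95% Wilson interval 2.18 to 2.28) and 3.003% in Spn-E KD (2.95 to 3.06). LINEs took 1.88% (1.84 to 1.92) and 1.96% (1.92 to 2.01). LTR retrotransposons took 6.11% (6.04 to 6.19) and 5.92% (5.84 to 5.99). SINEs took 0.0818% (0.0732 to 0.0913) and 0.0896% (0.0808 to 0.0993), a difference within counting error on this base. Unclassified sequences other than BmTE_RM5-571 took 5.06% (4.99 to 5.13) and 4.62% (4.55 to 4.68). These shares move with the growth of BmTE_RM5-571, and as shares of the gene-library reads without it the falls reversed. Of the remaining reads, LTR retrotransposons took 7.46% in Luc KD and 8.14% in Spn-E KD, a rise of 0.683 points (95% Newcombe interval 0.548 to 0.818). Unclassified sequences took 6.17% and 6.35%, a rise of 0.179 points (0.0576 to 0.301). DNA transposons took 2.72% and 4.13%, LINEs 2.29% and 2.7025%, and SINEs 0.0997% and 0.123%, with a rise for SINEs of 0.0235 points (0.00673 to 0.0405). Scaled to all genome-mapped reads, the falls did not reverse. The log2 ratio of summed RPM was −0.043 for LTR retrotransposons and −0.13 for unclassified sequences other than BmTE_RM5-571.

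The next comparison concerned single sequences. Of 4727 tested sequences, 1183 were transposons and 3544 were protein-coding. The exact binomial test on reads with Benjamini-Hochberg adjustment called 566 sequences, of which 177 were higher and 389 lower in Spn-E KD. Among the calls, 137 transposons were higher and 130 lower, and 40 protein-coding sequences were higher and 259 lower, a split that depended on the scaling. A change of at least 2-fold was seen in 294 of the calls. These calls separate the pooled libraries beyond counting error, not beyond the spread between replicates. The alternative that moved the count most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, which called 0 sequences, with 34 at an unadjusted p under 0.05. At an assumed 0.2 it called 8, of which 0 were higher and 8 lower. These tests kept the authors' scaling, so their split by direction carries it as well.

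The split of the calls by direction depended on the scaling. The median log2 fold change of all tested sequences was −0.24 under the authors' scaling. Higher sequences made up 31.3% of calls under that scaling, 62.3% after centring on all tested sequences (278 higher, 168 lower), 69.4% after centring on protein-coding sequences (315 higher, 139 lower) 60.6% under TMM scaling (274 higher, 178 lower) and 52.9% when scaled to gene-library reads without BmTE_RM5-571 (252 higher, 224 lower). Scaled to genome-mapped reads without BmTE_RM5-571, it was 36.9% (195 higher, 334 lower). The classes split differently as well. Centred on protein-coding sequences, 87 protein-coding sequences were higher and 71 lower, and 228 transposons were higher and 68 lower. Under TMM scaling these numbers were 70 and 97 for protein-coding sequences and 204 and 81 for transposons. Across the tested sequences, which are not independent replicates, Pearson's r between the pooled libraries was 0.883 for log2(RPM + 1). For linear RPM it was 0.997, and 0.923 without the 10 most abundant sequences.

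**Figure D2:**
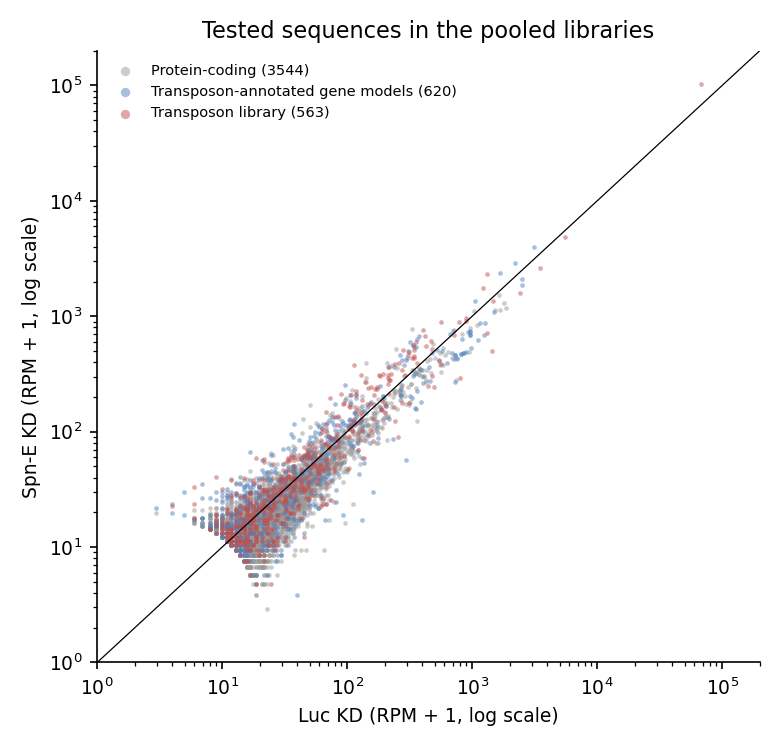
RPM + 1 of the 4727 tested sequences in the pooled Luc KD (x axis) and Spn-E KD (y axis) libraries, both on log scales, with protein-coding sequences in grey, transposon-annotated gene models in blue and transposon-library sequences in red. The line marks equal values, and the point at the upper right is BmTE_RM5-571, at 68292 RPM in Luc KD and 103907 RPM in Spn-E KD.

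The 5 sequences with the highest mean RPM were all annotated as transposons. BmTE_RM5-571 rose from 68292 to 103907 RPM, a log2 fold change of 0.61 (95% Clopper-Pearson interval of the ratio 0.59 to 0.62). BmRT2, an LTR/Gypsy element, had 5562 reads in Luc KD and 5188 in Spn-E KD, a log2 fold change of −0.17 (adjusted p = 1.11e-07, exact binomial test), which turned positive under TMM scaling, under both ways of centring and when scaled to gene-library reads without BmTE_RM5-571. Pao, an LTR/Pao element, fell from 3564 to 2797 reads, a log2 fold change of −0.42 (adjusted p = 8.04e-28, exact binomial test). The transposon-annotated gene models KWMTBOMO14744 and KWMTBOMO16649 rose from 3170 to 4242 reads and from 2246 to 3092 reads, with log2 fold changes of 0.35 (adjusted p = 1.44e-23, exact binomial test) and 0.40 (adjusted p = 4.36e-21, exact binomial test). These p-values reflect counting error in deep counts. With an assumed biological coefficient of variation of 0.1 between the pooled libraries, edgeR's exact test called none of these 5 sequences, BmTE_RM5-571 included. The same variation between single replicates, which would leave less between pooled libraries, was not run.

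The 5 largest rises and 5 largest falls past the threshold had at most 133 reads in either group. Of the 5 rises, 4 were transposons, and 4 started at or under 3 reads in Luc KD. BmTE_RM5-104, an unclassified transposon-library sequence, was at 3 reads in Luc KD and 23 in Spn-E KD, with a 95% Clopper-Pearson interval of the log2 ratio from 1.146 to 5.25. Of the 5 falls, 2 were transposons. KWMTBOMO01461, a transposon-annotated gene model, went from 39 reads to 3, with an interval of the log2 ratio from −6.10 to −2.11. KWMTBOMO03021, also transposon-annotated, fell from 133 reads to 17, a log2 fold change of −2.96 (adjusted p = 1.42e-22, exact binomial test). The table pairs these identifiers with no gene names.

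The last comparison asked whether transposons moved as a class. The median log2 fold change was 0.024 for the 1183 tested transposons and −0.30 for the 3544 protein-coding sequences. The transposon median was 0.32 above the protein-coding median and above all 10000 random lists matched on mean RPM (percentile 100). Under the authors' scaling, 51.4% of the transposons were higher in Spn-E KD, against 28.9% of protein-coding sequences. Both shares depend on the scaling, since centring on protein-coding sequences put the medians at 0.32 and 0. The 563 transposon-library sequences lay 0.33 above protein-coding sequences and the 620 transposon-annotated gene models lay 0.32 above them, both at percentile 100. This did not hold for the most abundant gene models. At a mean of at least 300 RPM, 55 gene models differed from 47 protein-coding sequences by −0.13, and 38 library sequences by 0.55. The difference between the transposon and protein-coding medians is the same under every scaling by construction. With no minimum on RPM, the alternative that moved it most, it was 0.14. Genes are not replicates, so these percentiles describe the 2 pooled libraries.

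**Figure D3:**
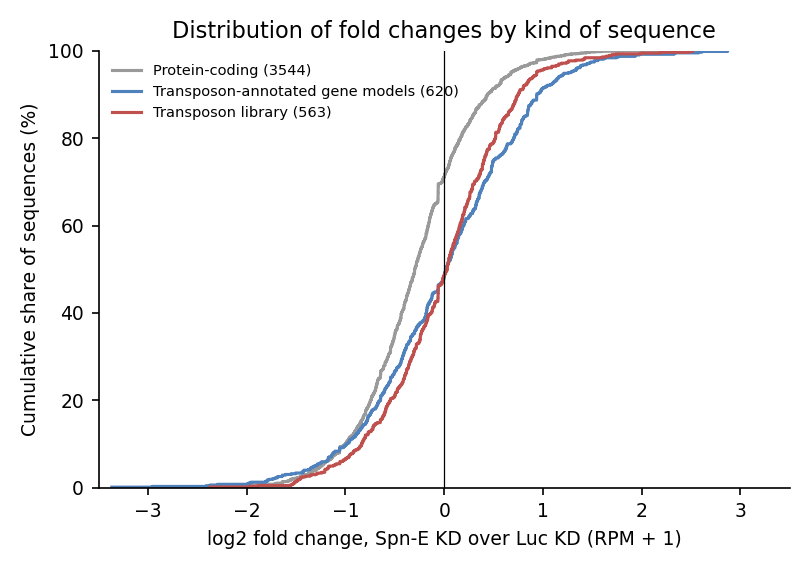
Cumulative share of tested sequences (percent, y axis) by log2 fold change of Spn-E KD over Luc KD (RPM + 1, x axis), for 3544 protein-coding sequences (grey), 620 transposon-annotated gene models (blue) and 563 transposon-library sequences (red). The protein-coding curve is centred at −0.30, and both transposon curves cross their medians near 0.021 and 0.030.

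By class, the median log2 fold change lay above the protein-coding median by 0.55 for 90 DNA transposons (percentile 100), by 0.39 for 109 LTR retrotransposons (percentile 100) and by 0.34 for 82 LINEs (percentile 99.95). For 14 SINEs the difference was 0.31, at percentile 88.99, so SINEs did not stand apart from matched lists. At a minimum of 50 RPM, 25 LINEs lay 0.27 above protein-coding sequences at percentile 90.13. Whether the classes differed from each other was not tested.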

Values the study reported

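The study reported that transposon mRNAs made up 59.7% of BmVasa binding in control cells and 68.4% in cells lacking Siwi-piRISC, with protein-coding mRNAs at 40.3% and 31.6%. These values concern sequences expressed above 10 RPKM in total RNA, which the study counted as 2617 protein-coding genes and 389 transposons. The gene library of the study held 14,300 protein-coding genes and 4296 transposons.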

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

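No paired analysis was possible because the deposited columns pool the replicates of each group. For the same reason the planned fits with a replicate block, without single libraries, with edgeR's quasi-likelihood test, DESeq2 or limma with or without a trend, and the correlations between replicates, were not run. Moving transposon-like gene models to the transposons and merging replicates are already part of the table. The choices of the most abundant sequence, the transposon library alone, summed RPKM, scaling without BmTE_RM5-571, TMM scaling, assumed variation and genome-mapped reads as a base were made after the data were seen.

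The higher share of transposons in Spn-E KD kept its direction under the 6 alternatives, with differences from 3.47 to 9.53 points. The shares themselves moved. In Luc KD and Spn-E KD they were 57.0% and 65.3% at a minimum of 10 RPM, 69.4% and 76.3% at 50 RPM, 37.8% and 41.3% without the 10 most abundant sequences, 42.7% and 46.5% without BmTE_RM5-571, 33.4% and 42.9% with the transposon library alone, and 39.4% and 44.5% from summed RPKM, for which no interval was computed. The 50 most abundant sequences took 35.8% and 42.7%, and the 10 most abundant took 9.31% and 12.9% of genome-mapped reads.

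The number of called sequences depended on the variation assumed between the pooled libraries, which was tested under the authors' scaling. With a coefficient of variation of 0.1, 191 were called (74 higher, 117 lower). With 0.2, 8 were called (0 higher, 8 lower), with 337 at an unadjusted p under 0.05. With 0.4, 0 were called (0 higher, 0 lower), with 34 at an unadjusted p under 0.05. The variation itself was not measured here. Scaling left the total within 1.5 times of 566 but changed its split in 4 of 5 cases. With genome-mapped reads without BmTE_RM5-571 it stayed close, at 195 higher and 334 lower. There were 278 higher and 168 lower after centring on all tested sequences, 315 and 139 after centring on protein-coding sequences, 274 and 178 under TMM, and 252 and 224 when scaled to gene-library reads without BmTE_RM5-571. At a minimum of 50 RPM, 253 were lower among 863 tested, since fewer sequences were tested.

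The transposon median stayed above the protein-coding median under every minimum, pseudocount and scaling run, by 0.14 to 0.37. The medians themselves moved. With no minimum, the transposon median changed sign to −0.032 and the protein-coding median was −0.18. The value of −0.032 equals that of a sequence with 1 read in each library, which is 0.988 RPM in Luc KD and 0.944 RPM in Spn-E KD. Its sign thus comes from the difference in depth at 1 read. Why the protein-coding median moved was not tested. The transposon median was 0.093 at 50 RPM, and the protein-coding median was −0.25 with a pseudocount of 5. By construction, scaling shifts both medians alike. They were 0.26 and −0.060 after centring on all tested sequences, 0.32 and 0 after centring on protein-coding sequences, 0.080 and −0.24 when scaled to genome-mapped reads without BmTE_RM5-571, 0.19 and −0.13 when scaled to gene-library reads without it, and 0.25 and −0.070 under TMM. The difference for LINEs, 0.27 at 50 RPM, was no longer outside the matched lists, with 25 LINEs left. DNA and LTR sequences stayed above the matched lists under the alternatives run, and SINEs within them. Too few SINEs were left at 50 RPM.

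Of the 15 named sequences, BmRT2 reversed, to 0.072 and 0.13 after centring on all tested and on protein-coding sequences to 0.062 under TMM and to 0.0037 when scaled to gene-library reads without BmTE_RM5-571. The fold changes shift with the scaling by construction. Of 172 values of named sequences under alternatives, 137 kept their direction and side of the threshold and 31 lost significance, all under assumed variation. The 5 most abundant sequences, BmTE_RM5-571 among them, lost it already at 0.1 between the pooled libraries.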

Other observations

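The tests in this part were chosen after the result was seen, except for the check of length among abundant transposons and the check of the other gene models in the run of identifiers. Library to library variation applies to each pattern here. With 1 deposited column per group, this variation cannot be told apart here from an effect of Spn-E KD. The paper gives a high correlation between replicates as its reason for merging them. The replicate values that it plots were not analysed.

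The higher share of transposons in Spn-E KD may rest on BmTE_RM5-571 in part. Without it the shares still differed by 3.77 points, beyond counting error, which argues against this sequence as the whole source. A change in the abundance of transposon mRNAs after loss of Siwi-piRISC stays a candidate source. The study reported a higher share of transposons in total RNA after depletion of Siwi. It described BmVasa binding to them as apparently less affected than their expression. Total RNA was not analysed here, so the part that abundance plays in these libraries stays open.

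The protein-coding median of −0.30 may reflect reads taken up by BmTE_RM5-571, since shares compete. With its reads left out of the genome-mapped total the median was −0.24. The gene library held nearly the same share of genome-mapped reads in both libraries, 37.9% and 38.0%, so its gain was matched by losses inside the gene library. Scaled to gene-library reads without it, the median was −0.13, closer to 0 but still below it. Most of that base is protein-coding reads, since transposons held 42.7% of it in Luc KD and 46.5% in Spn-E KD. This scaling would therefore take up part of a fall in protein-coding reads from any cause. It cannot show how much of the shift BmTE_RM5-571 accounts for. Competition over all genome-mapped reads left most of the shift in place. A true fall in binding to protein-coding mRNAs stays open.

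The gap between transposon and protein-coding medians could arise from low counts and the pseudocount, from sequence length or from reads shared among transposon copies. At a mean of at least 50 RPM the gap was 0.37, not smaller. At higher minimums it depended on the source of the transposons. At 100 RPM, transposon-library sequences lay 0.57 above protein-coding sequences and transposon-annotated gene models 0.18 above them. At 300 RPM these differences were 0.55 and −0.13, so the gap was not seen for the most abundant gene models. Over 50 strata of length and mean RPM the gap averaged 0.30 and was positive in 42. The gap depended on length, since it averaged 0.064 among the shortest sequences, up to 701 nt, with 212 of the transposons. In the 9 longer classes, with 971 transposons, it lay between 0.27 and 0.48, so length as the whole source is argued against, while the near absence of a gap among short sequences stays unexplained. Moving reads among copies would leave the sum over all transposons unchanged, if each read is counted once. On the log2 scale that sum changed by 0.21, and the summed protein-coding reads by −0.27. Without BmTE_RM5-571 the summed transposon reads changed by −0.048, a difference of 0.22 from protein-coding reads, but reads could also move to or from the sequence left out. Abundant sequences carry these sums, while the gap is between medians of single sequences. Reads shared among copies thus stay open as a source of the gap in medians. A biological difference in how BmVasa meets these RNAs after Spn-E KD is a hypothesis that these pooled libraries leave untested.

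Transposons also spread wider. At a mean of at least 100 RPM, the scaled median absolute deviation of log2 fold changes was 0.74 for 215 transposons and 0.34 for 191 protein-coding sequences. Counting noise would give 0.13 and 0.16. Beyond it, the spread of transposons was 2.42 times that of protein-coding sequences, which argues against counting noise. The transposon spread lay at percentile 100 among 10000 lists matched on mean RPM, which argues against mean abundance. Transposon levels that vary more between cultures or libraries are a candidate explanation that stays open, as does an effect of the knockdown on single elements.

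Among transposons with a mean of at least 300 RPM, 38 library sequences had a median log2 fold change of 0.32 and 55 transposon-annotated gene models one of −0.36, a gap of 0.68. At a mean of at least 100 RPM the gap was smaller, 0.40, with medians of 0.30 for 105 library sequences and −0.094 for 110 gene models. Over all tested transposons the gap was nearly absent, with medians of 0.030 for 563 library sequences and 0.021 for 620 gene models. Length alone is not a likely source, since the gap at 300 RPM was 0.63 among the shorter and 0.84 among the longer sequences, split at 4176 nt. Mean abundance cannot be told apart, because the answer turned on how finely random lists of transposons were matched on mean RPM. With 20 bins, which then held few sequences each, the library median lay at percentile 73.81 at 300 RPM and 91.06 at 100 RPM. With 5 bins these were 92.21 and 98.39.

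A run of 9 tested protein-coding gene models with neighbouring identifiers, spanning 22 identifiers, had a median log2 fold change of 1.02, with 171 reads in Luc KD and 339 in Spn-E KD. It was the highest run of that width, and 7 of the 9 rose. Of 10000 shuffled orders, 3 gave a run as high, so chance order is an unlikely source. At a width of 5 sequences 31 of 1000 shuffles did, and at 15 sequences 0 of 1000. The width of 9 was chosen after the data were seen. The selection of these 9 stays open. The 13 other gene models in the span, of which 8 were transposon-annotated and so belong to a class that lay above protein-coding sequences in general, rose from 448 to 548 reads, a log2 ratio of 0.23, but 17.3% of 11994 spans of that width rose as much. Whether identifiers follow the order of genes on the genome was not checked here.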
